A study of Mus musculus with 15 samples. Its data were reported in "PAX3-FOXO1 dictates myogenic reprogramming and rhabdomyosarcoma identity in endothelial progenitors" (2023).

How the data were processed

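Fusion-positive rhabdomyosarcoma (FP-RMS) is a soft tissue tumor driven by the fusion protein PAX3-FOXO1 (P3F). In the mice of the study, Cre recombinase turned on P3F, removed Cdkn2a and marked the cells with the fluorescent protein tdTomato. Cre came from the Myf6 locus in MCP mice, which acts in myogenic cells, and from Tek regulatory sequence in TCP mice, which acts in endothelial cells. The series held 15 CUT&RUN libraries from these tumors, with 6 MCP libraries and 3 TCP libraries made with an antibody to H3K27ac and 3 MCP and 3 TCP libraries made with IgG. CUT&RUN releases the DNA fragments beside an antibody with a tethered nuclease, H3K27ac is a histone mark of active promoters and enhancers, and IgG binds no particular mark and gives the background. The study took nuclei for these libraries from live tumor cells, which it had separated from digested tumors by fluorescence-activated cell sorting. A single peak list was used, which belongs to the H3K27ac library MCP replicate 5. The TCP libraries and the other MCP libraries were not used here, so no comparison between the tumor types was made.

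The authors mapped read pairs with bowtie to the mouse genome mm10, discarded reads in problematic regions and in an amplified region near Col19a1, and called peaks in each library against its IgG library. The methods of the study name an early release of the caller MACS, whereas the deposited list is named for MACS2. The study states a threshold on p, while the largest q in the list was 0.0471, so the threshold behind the list is not known here. The methods name tumors by number and the label of this library gives none, so whether it was among the tumors compared in the study is not known here. The deposited list gives each peak a score, which equaled the whole part of 10 times its -log10 q in 100% of the peaks. The fold enrichment in the deposited list is a ratio of fragments at the summit to the local background, as the authors' caller computed it. The deposited list also gives the -log10 p of the summit and the -log10 q, which is adjusted for multiple testing. These values are the authors' own for each peak, and they were used only to describe, rank or filter peaks within the list.

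Peak names in the list are numbered along the genome up to 122959, and 584 numbers (0.475%) were absent at 285 places. What those peaks held is not known here, and no value was put in their place. Coordinates were checked against the chromosome lengths of the GRCm38 reference, and each peak lay within chromosomes 1 to 19, X or Y.

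Fragment numbers were recovered from the list, because it states no depth. The caller's fold and p depend on the fragments over the summit, the local IgG background and 1 scaling factor between the libraries, so both columns together were solved for a whole number of fragments. With a scale of 0.885, 100% of the peaks gave a whole number within 0.01. With a scale 3% off, 0.249% did. For 97.2% of the peaks only 1 whole number solved both columns. The recovered numbers are inferences from the caller's formula and not counts of reads, and fragments without molecular identifiers are not independent molecules, so intervals cover counting error only. The steps for fragment recovery, gene lists, shuffling, motif tests and stitching were tested on simulated data.

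A promoter was defined as 2 kb either side of a RefSeq transcription start site, as in the study, with 31601 start sites. A peak was at a promoter when at least 1 bp overlapped such a window, and was otherwise distal. Summits were assigned to exons, then introns, then intergenic sequence. Shares were given with Wilson 95% intervals, and shares and medians with a bootstrap over 5 Mb blocks of the genome (1000 draws). No p-value was computed between sets of peaks, since peaks of 1 list are not replicates. Peak density was counted per chromosome and in 5 Mb blocks.

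Gene lists were tested for genes with a promoter peak against all other protein-coding genes by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over 18 lists. There were 5 marker lists of 14 genes each (myogenic, endothelial, immune, hepatocyte and neuronal), 10 housekeeping genes, the loci of the model, and the gene Col19a1 beside the discarded region. The others were the study's lists of rhabdomyosarcoma genes from St. Jude, the NIH and DepMap, its list of endothelial transcription factors, and its genes of the proliferation, muscle, mesenchymal, interferon, hypoxia and apoptosis states of rhabdomyosarcoma cells. Among the 14 myogenic genes, 13 are also in a list of the study. Symbols were matched to RefSeq, which left out 4 of the 114 DepMap symbols, 2 of 125 mesenchymal, 1 of 112 proliferation and 1 of 38 interferon symbols, and 1 of the 6 loci of the model, which is not protein-coding. The loci of the model were Pax3, Cdkn2a, Myf6 and Gt(ROSA)26Sor, which carry its alleles, Foxo1, which gave exons to the fusion, and Cdkn2b, which lies beside Cdkn2a. As an alternative, each list was set against 10000 random lists with the same spread over 10 strata of promoter CpG content, measured within 500 bp of the start site. The median fold enrichment of the strongest promoter peak of a list's genes was placed among 10000 random lists of the same size.

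Peaks not wholly within 1 kb of a start site were stitched at the distance the study gave the super-enhancer program ROSE. The clusters were ranked by the summed fold enrichment times width, and those beyond the point where the scaled curve reaches a slope of 1 were set apart. The fold enrichment stands in for the read density that ROSE uses, so these clusters are not ROSE calls. For motifs, the sections of peaks outside promoters of at least 20 bp were searched for 22 consensus sequences, and the share with a match was compared with the same sections shuffled with dinucleotide counts kept, by Fisher's exact test (one-sided) with Benjamini-Hochberg adjustment over the motifs. The consensus sequences were written by hand and are simpler than the weight matrices used in the study.

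The groups, the tests, the gene lists named above, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named the genes of the myogenic, endothelial, housekeeping and model locus lists and Col19a1, the 10 peaks with the highest fold enrichment and the 10 clusters with the highest score. Some items named by this rule, and 1 of the motifs, are not reported here. The alternatives were the strongest 25% of the peaks by p, peaks with a -log10 q of at least 5, promoter windows of 1 kb, summit or midpoint in place of overlap, protein-coding start sites, CpG matching, peaks within 10 kb of a gene, other cluster scores and distances, and flanking sequence or sequence within 100 bp of the summit for motifs. A list of 14 fibroblast genes and 5 further alternatives were added later, and the number of CpG strata, the CpG window and the shortest section for motifs were also set later. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.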

Results

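H3K27ac was profiled by CUT&RUN in FP-RMS tumors of 2 mouse models, and the peak list of the library MCP H3K27ac replicate 5 was analyzed, so there are no replicates. The list held 122375 peaks. The recovered depth of the H3K27ac library was 1.13 times that of its IgG library. The median peak had 13 fragments over its summit (quartiles 10 and 17, range 7 to 1969), which gives a relative Poisson error of 27.7%. Fewer than 20 fragments lay over 84.2% of the summits. The IgG background was at its lowest value, 1.05 fragments per position, at 47.0% of the peaks.

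The peaks covered 36.2 Mb, or 1.33% of chromosomes 1 to 19, X and Y in mm10, and no peaks overlapped each other. Their median width was 163 bp (quartiles 100 and 324 bp, range 78 to 7205 bp). Median fold enrichment over the local background was 5.22 (quartiles 4.36 and 6.51), and the median -log10 q was 4.42. The largest q in the list was 0.0471 and the largest p was 0.000574. Among the alternatives, the strongest 25% of the peaks moved these values most and left 31096 peaks with a median width of 471 bp.

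The study used H3K27ac to find active promoters and enhancers. At promoters lay 26771 peaks, which is 21.9% of the list (Wilson 95% interval 21.6 to 22.1%, block bootstrap 20.9 to 22.9%). Promoter windows made up 3.83% of the chromosomes, so the share of peaks was 5.71 times the share of sequence. The start sites of GENCODE transcripts, an alternative chosen after seeing the data, moved the promoter share most, to 31.8%. The other 95604 peaks were distal. By summit, 61.5% of the peaks lay in introns (Wilson 95% interval 61.2 to 61.8%), 33.2% in intergenic sequence (32.9 to 33.4%) and 5.33% in exons (5.20 to 5.45%). These classes made up 35.6%, 61.8% and 2.65% of the chromosomes. Under the alternatives the intron share moved most in points, to 60.4% in the strongest 25% of the peaks. Only the exon share left its block bootstrap interval (5.06 to 5.59%), at 5.65% in the same peaks.

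Promoter peaks had a median fold enrichment of 5.49 and distal peaks 5.11, a difference of 0.380 (block bootstrap 95% interval 0.259 to 0.501). Median widths were 183 bp at promoters and 159 bp at distal peaks, a difference of 24 bp (20 to 30 bp). The direction of the width difference was not stable: in the strongest 25% of the peaks it was -57 bp, with distal peaks wider.

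Peak density by chromosome was examined because the study had discarded reads from an amplified region. The list held 44.9 peaks per Mb over all chromosomes. Chromosome 11 had 79.4 peaks per Mb, 1.77 times that density (Wilson 95% interval 1.74 to 1.80). Chromosome 1 had 60.7 peaks per Mb (ratio 1.35, 1.33 to 1.38), chromosome 6 had 59.4 and chromosome 15 had 54.96. The other autosomes lay between 35.8 peaks per Mb on chromosome 14 (ratio 0.796, 0.774 to 0.820) and 51.9 on chromosome 2. Chromosome X had 9.96 peaks per Mb (ratio 0.222, 0.212 to 0.233). Chromosome Y had 1 peak, at 90802790 to 90802871, with 12 fragments. Density differed widely within chromosomes, and 25 of 536 blocks of 5 Mb held no peak. The Wilson intervals of the ratios treat peaks as independent and leave out this spread, so they are too narrow. The median block had 84.8 peaks per Mb on chromosome 11 (range 3.4 to 174.4) and 25.3 on chromosome 14 (0 to 82.2). In the strongest 25% of the peaks the ratio of chromosome 11 was 1.93 and that of chromosome X 0.137, the alternative that moved these ratios most.

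**Figure D1:**
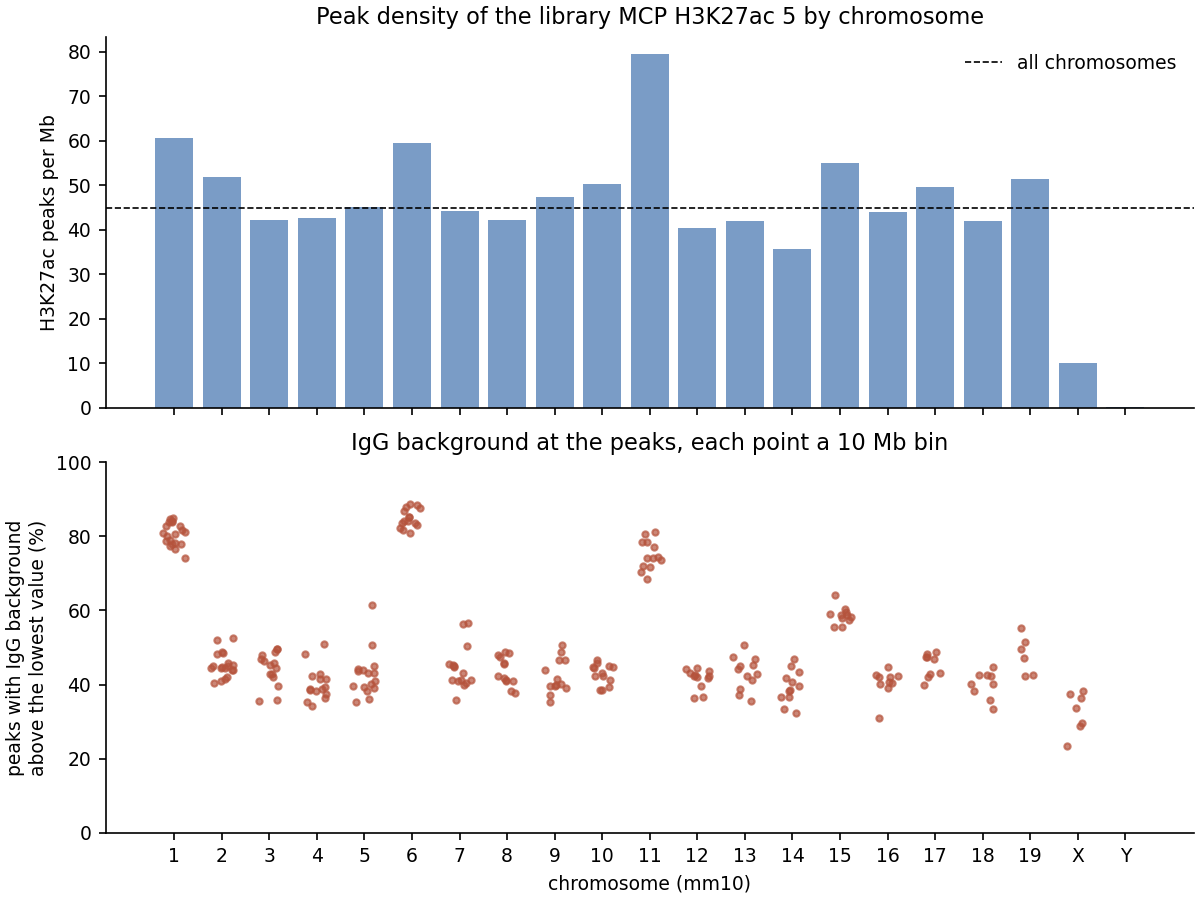
H3K27ac peaks per Mb of the library MCP H3K27ac replicate 5 on each chromosome of mm10 (bars; the dashed line is the density of all chromosomes, 44.9), and the percent of peaks whose IgG background lay above its lowest value in bins of 10 Mb with at least 100 peaks (points). Bins of chromosomes 1, 6 and 11 have 68.4% or more, and those of the 15 autosomes other than 1, 6, 11 and 15 have 61.5% or less.

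In comparing TCP with MCP tumors, the study looked at peaks near rhabdomyosarcoma genes. Here gene lists were tested in the MCP library alone. Of 21000 protein-coding genes, 9562 (45.5%) had a promoter peak. This share rose with promoter CpG content, from 6.05% of genes in the lowest of 10 strata to 80.1% in the highest. By Fisher's exact test, 9 of the 18 lists had an adjusted p under 0.05, with 7 above the other genes and 2 below. Against random lists of the same CpG content, the alternative that moved this count most, 2 lists did.

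Among the rhabdomyosarcoma lists, 79 of 110 DepMap genes had a promoter peak (71.8%, Wilson 95% interval 62.8 to 79.4%, adjusted p 3.41e-07). The share was 65.4% for the NIH list (17 of 26, 46.2 to 80.6%, adjusted p 0.0677) and 59.5% for the St. Jude list (25 of 42, 44.5 to 73.0%, adjusted p 0.112), and neither differed from the other genes after adjustment. Random lists of the same CpG content averaged 61.4%, 61.1% and 61.8%, and against these none of the lists had an adjusted p under 0.05 (0.0552, 0.893 and 0.906). The St. Jude list then lay below its random lists rather than above. The endothelial transcription factors had a share of 62.2% (28 of 45, 47.6 to 74.9%, adjusted p 0.0558), with 60.3% in matched random lists. These factors came under an adjusted p of 0.05 in 4 of the 7 alternatives (0.0164 to 0.915 over all), and the NIH list in 1, the strongest 25% of the peaks (0.0136 to 0.893 over all).

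Of the 14 myogenic genes, 3 (21.4%, 7.57 to 47.6%) had a promoter peak, which did not differ from the other genes after adjustment (adjusted p 0.118). With windows of 1 kb the myogenic share was 7.14% and did differ (adjusted p 0.0124, with a range of 0.0124 to 0.881 over 7 alternatives). Of the 14 endothelial genes, 1 had such a peak (7.14%, 1.27 to 31.5%, adjusted p 0.0128; 37.3% in matched random lists, adjusted p 0.0552). The immune list had 3 of 14 (21.4%, adjusted p 0.118), the neuronal list 2 of 14 (14.3%, adjusted p 0.0505) and the hepatocyte list 0 of 14 (upper limit 21.5%, adjusted p 9.8e-04). Any peak in the gene or within 10 kb of it was found for 57.1% of the myogenic genes and as many of the endothelial genes, against 62.7% of the other genes. The 10 housekeeping genes all had a promoter peak (72.2 to 100%, adjusted p 0.00115), as did the 5 protein-coding loci of the model (56.6 to 100%, adjusted p 0.0391), and Col19a1 had none. The loci of the model came under 0.05 in 3 of the 7 alternatives (0.0164 to 0.697 over all).

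Among the cell states, promoter peaks were found at 84.7% of the proliferation genes (94 of 111, adjusted p 2.89e-16), 80.4% of the apoptosis genes (45 of 56, adjusted p 6.89e-07), 75.7% of the interferon genes (28 of 37, adjusted p 0.00115) and 64.3% of the hypoxia genes (27 of 42, adjusted p 0.0391). The hypoxia list came under 0.05 in 1 of the 7 alternatives (0.0391 to 0.503 over all). The share was 48.0% for the mesenchymal genes (59 of 123, adjusted p 0.622) and 32.8% for the muscle genes (22 of 67, adjusted p 0.0558). The proliferation and interferon lists had an adjusted p of 0.0018 against random lists of the same CpG content, which averaged 67.3% and 33.2%. The p-values behind both were the smallest that 10000 random lists can give.

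**Figure D2:**
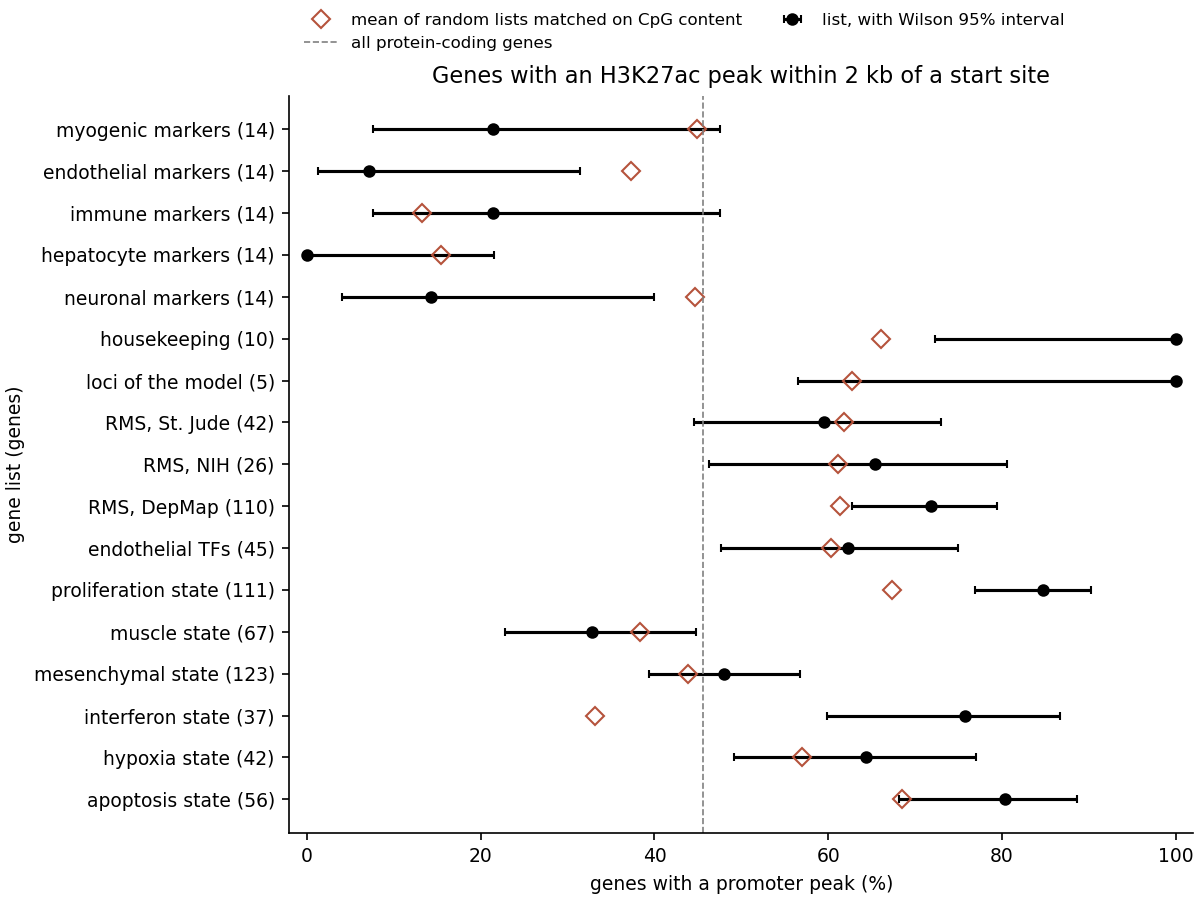
Percent of the genes of each list with an H3K27ac peak within 2 kb of a start site (points, with Wilson 95% intervals; the number of genes is given beside each list), the mean of 10000 random lists matched on promoter CpG content (diamonds), and the 45.5% of all protein-coding genes (dashed line). The proliferation and interferon lists lie above their matched random lists with an adjusted p of 0.0018.

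**Figure D3:**
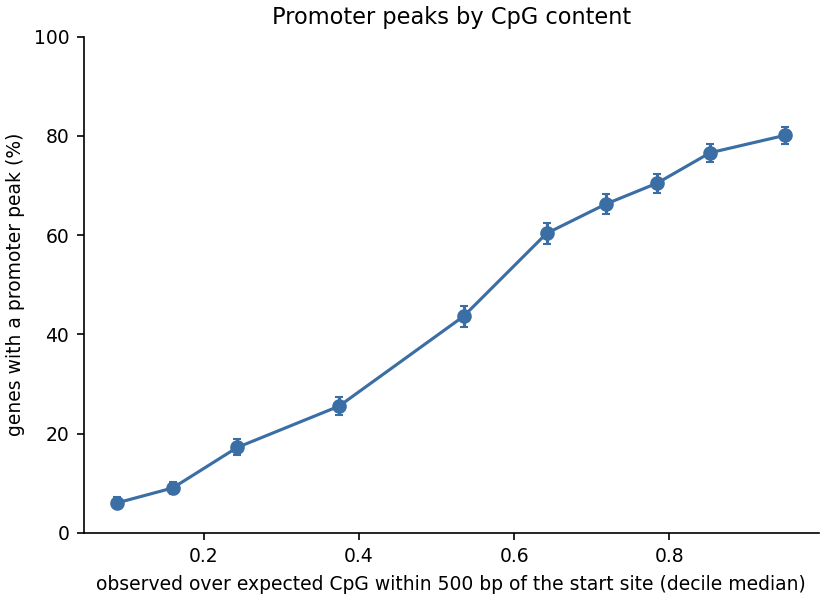
Percent of protein-coding genes with a promoter peak against the ratio of observed to expected CpG within 500 bp of the start site, for 10 strata of genes (points with Wilson 95% intervals at the stratum medians). The share rises from 6.05% to 80.1%.

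The strength of promoter peaks was compared among genes that had one. The median fold enrichment was 8.63 over 28 endothelial transcription factors, at percentile 97.3 of random lists (bootstrap 95% interval 37.6 to 99.9), and 8.67 over 17 NIH genes, at percentile 94.5 (67.5 to 99.9). The DepMap list was at percentile 63.7 and the St. Jude list at 80.01. The proliferation list had a median of 6.51, at percentile 1.58 (0 to 51.3). The housekeeping list was at percentile 67.7, the loci of the model at 73.4, and the muscle, mesenchymal, interferon, hypoxia and apoptosis lists at 7.79, 27.3, 93.9, 59.1 and 44.2. Most of the intervals were wide. Those of the NIH and proliferation lists did not overlap, and differences between lists were not tested. With summed fold enrichment times width in place of the strongest peak, the mesenchymal list moved most, to percentile 99.7. The NIH list was then at 99.8, the endothelial transcription factors and the loci of the model at 99.7, the interferon list at 99.4 and the proliferation list at 5.09, while the St. Jude and DepMap lists fell to 45.1 and 43.3.

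At single genes, Pax3, into which P3F was knocked in, had 4 promoter peaks and 36 peaks in the gene or within 10 kb of it. The strongest was on chromosome 1 from 78193123 to 78196317, with its summit in an intron, a fold enrichment of 18.1 and 46 fragments. Foxo1 had 1 promoter peak, in an intron on chromosome 3 from 52270242 to 52270366 (fold enrichment 8.24). Cdkn2a, floxed in these mice, had 12 promoter peaks, and Cdkn2b beside it had 3, the strongest of them on chromosome 4 from 89311252 to 89311874 (fold enrichment 9.96). Myf6 had 1 promoter peak, in an exon on chromosome 10 from 107493253 to 107493362 (fold enrichment 5.97, 13 fragments), and 13 peaks in the gene or within 10 kb. Gt(ROSA)26Sor, the locus of the tdTomato marker, had 4 promoter peaks.

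No promoter peak was listed at Myod1, Myog, Myf5, Pax7, Des, Cdh15, Chrna1, Fgfr4, Mef2c, Sox8 or Msc. The nearest summit was 26.05 kb from the Myod1 start site on chromosome 7, 56.1 kb from that of Myog on chromosome 1 and 193 kb from that of Pax7 on chromosome 4. No peak number was absent between the peaks on either side of these start sites. Among the endothelial genes, Cd34 had 3 promoter peaks, the strongest in an intron on chromosome 1 from 194940078 to 194943337 (fold enrichment 9.10). No promoter peak was listed at Pecam1, Cdh5, Kdr, Erg, Tek, Cldn5, Emcn, Esam, Egfl7, Tie1, Sox17, Sox18 or Flt1. The Pecam1 start site was 7.497 kb from the nearest summit. With most peaks near the lowest number of fragments that passed, a weak signal at these genes would not be detectable. Among the housekeeping genes, fold enrichment was 4.46 at Rplp0 and 14.7 at Ppia, with Actb, Gapdh, Eef1a1, Tbp, Hprt, Pgk1 and B2m between them.

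**Figure D4:**
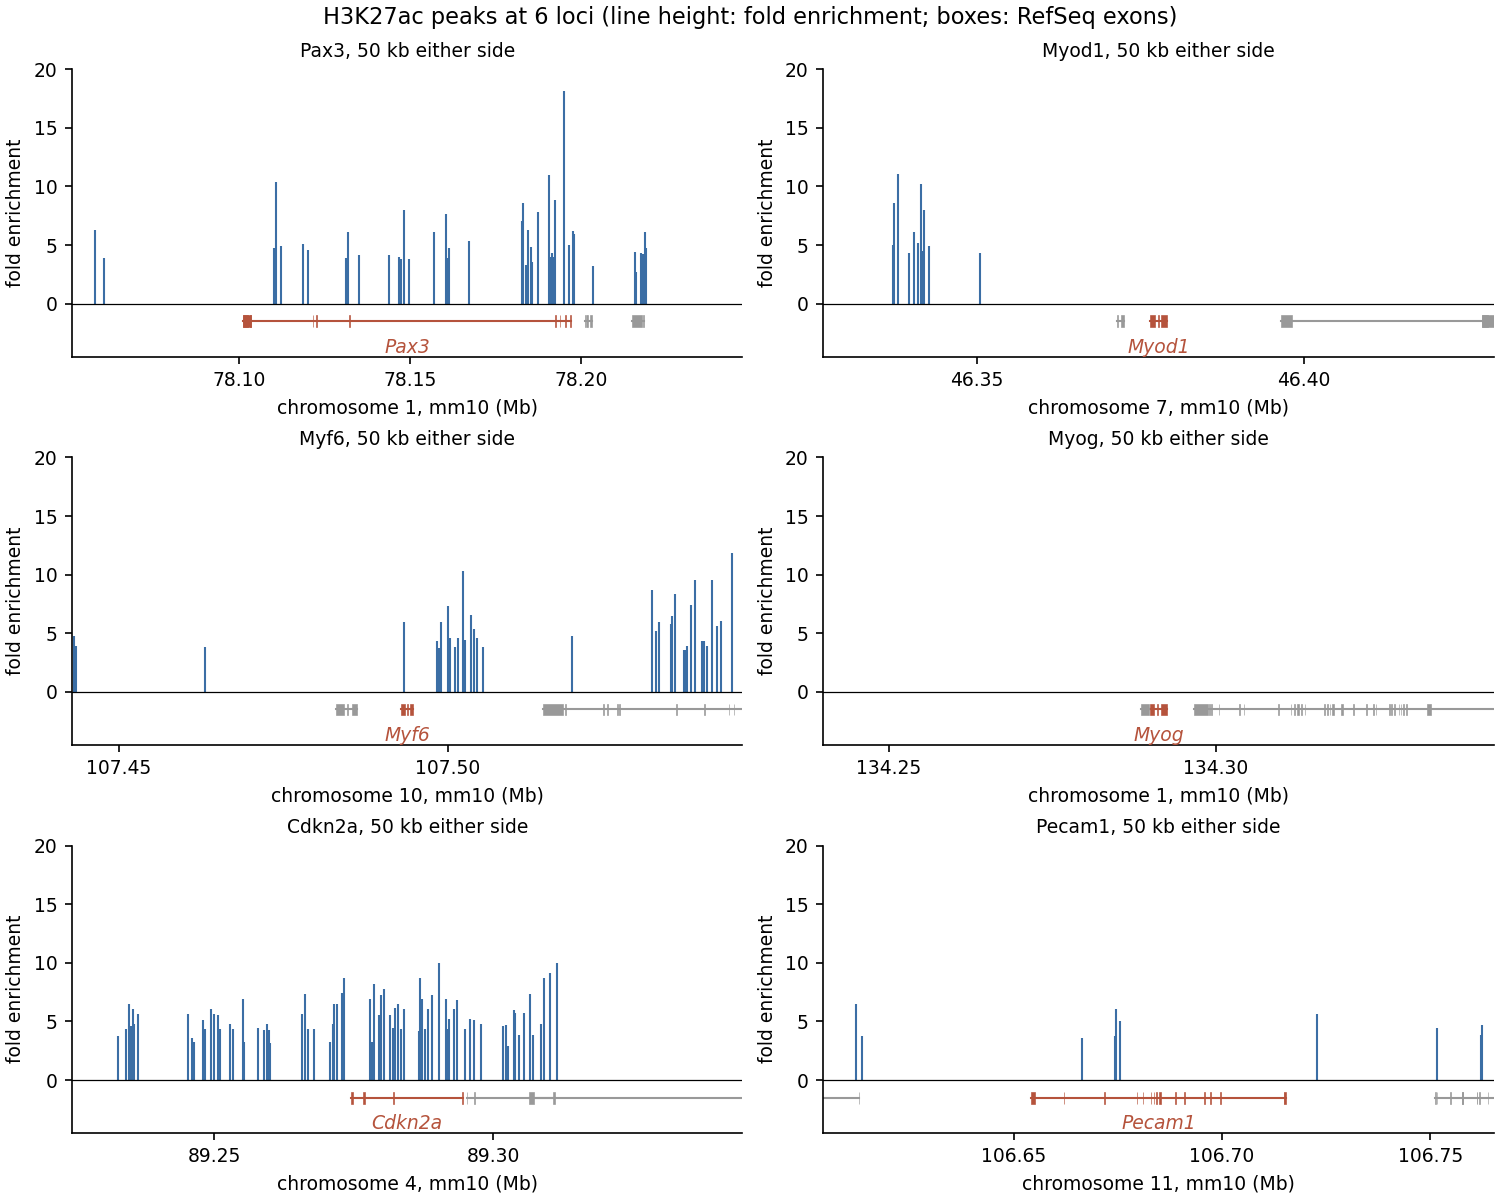
H3K27ac peaks within 50 kb of 6 genes, with position in mm10 (Mb) on the horizontal axis and fold enrichment as line height, over the RefSeq exons (boxes). Pax3, Myf6 and Cdkn2a have promoter peaks, Myod1 and Pecam1 have peaks only farther away, and Myog has none in the window.

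The peak with the highest fold enrichment was in an intron of Nras, on chromosome 3 from 103058381 to 103059491, 604 bp from the start site. Its fold enrichment was 290.4, with 1969 fragments over a background of 5.0. The next was in an intron of C1d, on chromosome 11 from 17257284 to 17258946, with a fold enrichment of 30.6 and 70 fragments. The third was a peak of 165 bp in an intron of Ccdc93, on chromosome 1 from 121476632 to 121476796, with a fold enrichment of 29.0 and 163 fragments. The others among the 10 highest ranged from 25.5 to 28.9. They lay in introns of Rabl3, Actr3 and Mapkap1, in an intron shared by 8030453O22Rik and Dennd2a, in an exon of Dpf2, and in intergenic sequence with Rgs18 and Insig2 nearest.

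Stitching left out 15809 peaks near start sites and gave 20836 clusters. Above the slope limit were 863 clusters (4.14%), which held 38.1% of the summed score. They had a median of 27 peaks and spanned 44.8 kb, against 2 peaks and 1.31 kb below the limit. A stitching distance of 5 kb moved the number most, to 1465, and overlapped 92.5% of the 863 clusters. The highest score belonged to a cluster over Phlpp1 on chromosome 1 from 106144490 to 106409259, with 225 peaks. The next was a cluster of 202 peaks over Msi2 on chromosome 11 from 88414279 to 88691986, with 0610039H22Rik at the nearest start site. The start sites nearest to the others among the 10 highest were those of 5830428M24Rik, Nek7, Mir3092, Sorbs2, Mir29b-1, Lrig1, 4933440J02Rik and Mir763, and the cluster near Mir763 also overlapped Hmga2. Of the genes named here, Myf6 was in a cluster of rank 45, Cdkn2a of rank 187, Pax3 of rank 224, Cdkn2b of rank 253, Cd34 of rank 331 and Ppia of rank 699. Chromosomes 1, 6 and 11, singled out after their peak density was seen, held 299 of the 863 clusters (34.6%) and 5 of the 10 highest, against 24.9% of the peaks and 17.1% of the sequence.

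The study searched the enhancers for motifs of endothelial transcription factors and of MYOD1. The 97058 sections outside promoters had a median length of 159 bp. Of 22 motifs, 16 had an adjusted p under 0.05 against shuffled sections, and 11 of them also did under each of the 4 alternatives. The E-box of MYOD1 and MYOG was found in 13.5% of the sections (Wilson 95% interval 13.2 to 13.7%) and 11.8% of the shuffled ones, a ratio of 1.14 (adjusted p 3.14e-29). Among endothelial factors the ratio was 2.73 for KLF, 2.36 for IRF (adjusted p 9.53e-247), 2.29 for HES/HEY (adjusted p 4.53e-174), 1.53 for STAT, 1.46 for AP-1, 1.29 for MEOX and 1.10 for GATA. Among the motifs of the fusion partners it was 1.57 for the PAX paired domain, 1.52 for the PAX3 homeodomain dimer and 1.29 for forkhead factors. The myogenic motifs of MEF2 and TEAD factors had ratios of 1.49 and 1.27, and the comparison motifs ETS and RUNX had 2.05 and 1.27. HNF1 (1.71), NR2F/NR4A (1.03), SOX (0.925), HNF4 (0.919), T-box (0.846) and CTCF (0.719) did not pass.

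Several of these ratios changed with another control. The test against flanking sequence used 83649 sections in place of 97058, so the control and the set of sections changed together. KLF matched 5.48% of these sections, against 7.01% in the main test. Against flanking sequence 1 to 2 kb away, the ratios of KLF, IRF and STAT fell to 1.197, 1.187 and 1.086, and that of AP-1 rose to 2.07. The PAX3 homeodomain dimer (0.591), HES/HEY (0.963), MEOX (0.977) and GATA (0.990) then fell below 1. SOX (1.034), T-box (1.08) and HNF4 (1.08) changed to above 1. SOX then passed the threshold (adjusted p 0.00509), as did NR2F/NR4A at 1.22, while T-box (0.0915) and HNF4 (0.269) did not. In peaks with a -log10 q of at least 5, HNF1 had a ratio of 0.929 against shuffled sections. The PAX3 homeodomain dimer also did not pass in the strongest 25% of the peaks (adjusted p 0.181) or within 100 bp of the summit (0.0815). The E-box kept its direction under each of the 4 alternatives (ratios 1.13 to 1.196). With this many sections small differences pass the test, and sections of 1 library are not replicates.

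**Figure D5:**
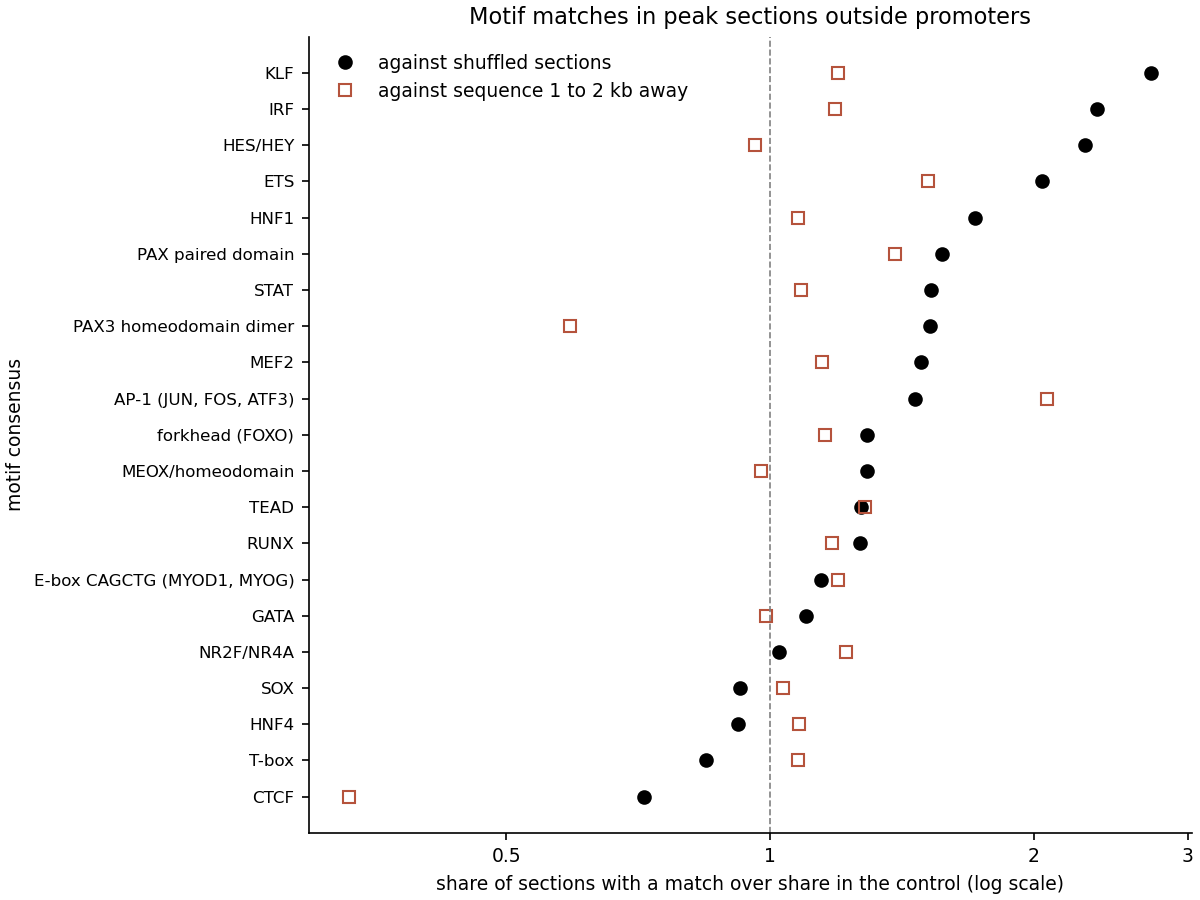
Share of peak sections outside promoters with a match to each motif reported here, divided by the share in shuffled sections (filled points) or in flanking sequence 1 to 2 kb away (open squares), on a log axis. KLF falls from 2.73 to 1.197 and AP-1 rises from 1.46 to 2.07 between the controls, and the PAX3 homeodomain dimer changes side. The comparison with flanking sequence used 83649 sections and the other 97058.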

Values the study reported

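The study compared H3K27ac signal between TCP and MCP tumors over its merged peaks and gave an r2 of 0.899. It counted 2702 peaks with more signal in TCP tumors and 1772 with more in MCP tumors. Of these, 53 and 33 lay near core rhabdomyosarcoma genes whose expression was higher in the same tumor type. None of these measures compares directly with a single peak list.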

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

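All alternatives were planned except 5, chosen after seeing the data: GENCODE start sites, leaving out genes whose promoter touches a numbering gap, and leaving out chromosomes 1, 6, 11 and 15, which was done for the promoter share, for the gene lists and for the stitched clusters. No paired analysis was possible because the data were 1 peak list of 1 library. Of the values that answer a comparison, 83 kept their direction and stayed on their side of the threshold, or within their interval, or for counts of peaks, lists, clusters and motifs within 1.5 times. Another 4 were weaker, 6 stronger, 3 reversed and 28 moved. The 83 include settings that cannot change a value. The peaks did not overlap and lay on chromosomes 1 to 19, X and Y, so merging them or keeping those chromosomes changed nothing and tells nothing about stability. Col19a1 is on chromosome 1 and its promoter touches a numbering gap, so it has no value where such genes were left out.

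In the strongest 25% of the peaks there were 31096 peaks, with a median width of 471 bp, a median fold enrichment of 7.80 and a median -log10 q of 10.1, and the selection itself brings these changes. The promoter share was 30.6% and the exon share 5.65%. The promoter minus distal difference was 0.0298 in fold enrichment, and it reversed to -57 bp in width. The density ratios were 1.93 for chromosome 11, 1.43 for chromosome 1, 0.724 for chromosome 14 and 0.137 for chromosome X. The endothelial list (7.14%, adjusted p 0.0963) no longer passed, and the share of the other genes fell to 29.3%. The NIH list (57.7%, adjusted p 0.0136) and the endothelial transcription factors (46.7%, adjusted p 0.0241) came to pass, above the other genes. The immune list (0%), the neuronal list (0%) and the muscle list (14.9%) also came to pass, below the other genes (adjusted p 0.0241 each). In all, 13 lists passed in place of 9. There were 11343 stitched clusters, and the ratio of the NR2F/NR4A motif reversed to 0.906. Except for the selection itself, the cause was not tested.

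Peaks with a -log10 q of at least 5 numbered 58665, with a median width of 291 bp, fold enrichment of 6.51 and -log10 q of 7.94. The promoter share was 26.7%, the difference in fold enrichment 0.158, and the difference in width reversed to -1 bp. The density ratios were 1.33 for chromosome 1 and 0.179 for chromosome X. The endothelial transcription factors came to pass at 57.8% (adjusted p 0.0164), and the neuronal list at 0%, below the other genes (adjusted p 0.00484). The motif ratios of NR2F/NR4A (0.949) and HNF1 (0.929) reversed. The cause was not tested.

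With promoter windows of 1 kb, the promoter share was 16.5%, since the windows are smaller. The differences were 0.561 in fold enrichment and 43 bp in width. The myogenic list fell to 7.14% and came to pass, below the other genes (adjusted p 0.0124), and the endothelial transcription factors passed at 62.2% (adjusted p 0.0271). The immune and neuronal lists (14.3% and adjusted p 0.0462 each) and the muscle list (28.4%, adjusted p 0.0266) also came to pass, below the other genes. The promoter share was 20.3% with protein-coding start sites and 31.8% with GENCODE start sites, which differ in number. Without chromosomes 1, 6, 11 and 15 it was 22.9%, the endothelial transcription factors passed at 67.6% (adjusted p 0.0181), and the mesenchymal list reversed to 42.4%. Beyond the size and number of the windows, the cause was not tested.

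Against random lists of the same CpG content, 2 lists passed in place of 9. The endothelial list (7.14%, adjusted p 0.0552) and the DepMap list (71.8%, adjusted p 0.0552) no longer did. The St. Jude list (59.5%) reversed to lie below its random lists, and the immune list (21.4%) to lie above them. This alternative replaces the other genes by genes of like CpG content as the background. Counting any peak in a gene or within 10 kb of it, the endothelial list had 57.1% (adjusted p 0.881), and the neuronal list (64.3%) and the muscle list (64.2%) reversed. The cause was not tested. Over the 7 alternatives the adjusted p ranged from 0.0124 to 0.881 for the myogenic list, 0.00497 to 0.881 for the endothelial list, 0.0136 to 0.893 for the NIH list, 1.49e-06 to 0.0552 for the DepMap list and 0.0164 to 0.915 for the endothelial transcription factors.

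A stitching distance of 5 kb gave 1465 clusters above the slope limit, because clusters divide. Against flanking sequence the motif ratios of the PAX3 homeodomain dimer (0.591), SOX (1.034), GATA (0.990), HES/HEY (0.963), T-box (1.08), MEOX (0.977) and HNF4 (1.08) reversed, and within 100 bp of the summit NR2F/NR4A (0.985) did. The cause was not tested. Of the other values, 137 kept their direction and side of the threshold or stayed within their interval, 16 were weaker, 9 were stronger, 15 reversed and 1 moved.

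Depth limits what an absent peak can show. With 13 fragments at the median summit and 7 at the weakest, a gene without a peak may carry H3K27ac below the limit. Few peaks decide a short list: between promoter windows of 2 kb and 1 kb the myogenic genes with a peak fell from 3 to 1, or to 7.14%. The number of peaks, the shares of lists and the clusters all follow the threshold of the caller.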

Other observations

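All tests in this part were chosen only after the result they address was seen, and with a single library no biological explanation between groups was tested.

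Chromosomes 1, 6 and 11 had more peaks per Mb than the other autosomes. A candidate explanation is extra copies of these chromosomes in the cells, which would raise the IgG background along their whole length. An IgG index was taken as the Poisson mean that gives the share of peaks with a local background of at least 3. Only 42.5% of the backgrounds above the lowest value were whole numbers, so the index is not a count of fragments. Relative to the other autosomes it was 1.31 on chromosome 1 (block bootstrap 95% interval 1.26 to 1.36), 1.37 on chromosome 6 (1.33 to 1.399) and 1.32 on chromosome 11 (1.28 to 1.35). The 15 autosomes other than these and chromosome 15 lay between 0.982 and 1.10. The background was above its lowest value at 68.4% or more of the peaks in each of the 48 bins of 10 Mb on chromosomes 1, 6 and 11, and at 61.5% or less in each of the 189 bins of the 15 others. The densest bins of those 15 had a raised background at a median of 43.4% of their peaks, and the sparsest bins of chromosomes 1, 6 and 11 at 80.7%, which argues against IgG fragments gathering where peaks are dense. More start sites alone are also argued against. Chromosomes 1 and 6 had at least 5.31 peaks per start site, against 2.34 to 4.76 on the 15 others. Chromosome 11, with 4.11, lay inside that range, but its 79.4 peaks per Mb lay above the 95% prediction interval (41.8 to 60.6) at its 19.3 start sites per Mb, from a line fitted over the 15 others. Chromosome 15, with an IgG index of 1.17 relative to the others (1.11 to 1.22), could have extra copies in some of the cells. The extra copies remain a hypothesis, since they were found and tested in the same list, and copy number was not measured here. Which IgG library was the control of this list is also not known here, so the IgG values in this part may describe another tumor. Leaving out chromosomes 1, 6, 11 and 15 gave 867 clusters above the slope limit among 15533. The limit was set anew on the clusters that were left, and the 867 overlapped 519 (60.1%) of the original 863. The like number therefore does not show that these chromosomes had no effect.

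The peak in Nras had 7.27 times as many fragments as the next most in the list (271) and 151 times the median. Extra copies of the locus would raise the background and the neighbors alike. The IgG background was 4.74 times its lowest value, and the 7 other peaks within 10 kb had 9 to 14 fragments, which argues against copies as the whole cause. Sequence repeated in the genome is argued against by its words of 31 bases, of which 0.185% occurred more than once. Sequence outside the reference, such as that of a construct, was not tested, and the peak remains unexplained.

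Most myogenic genes had no promoter peak in this rhabdomyosarcoma library. The peak numbers absent between the peaks on either side of the 11 start sites without one numbered 0, so peaks left out of the list are not the reason. The promoter CpG content of these genes is argued against as the main reason: random lists of the same content had a peak at 44.9% of genes, close to the 45.5% of the other genes, against 21.4% here. Chance in a list of 14 genes stays open, with an adjusted p of 0.209 over 18 lists against the matched random lists. Differences between MCP tumors also stay open. The study describes an MCP tumor with lower Myod1 and Myog expression, and staining of both proteins only in scattered areas of MCP tumors. Whether this library came from such a tumor is not known here. Peaks were not scarce around the myogenic genes, with a median of 10.5 within 50 kb of their start sites against 5 over all genes. The medians of the endothelial, hepatocyte, immune, neuronal and fibroblast-like lists were 5.5, 3, 2, 2 and 2, and none of the 6 lists differed from matched random lists (adjusted p at least 0.478), so these medians do not decide between the sources. Cells of another kind were considered as sources of most of the signal, each only as a hypothesis. The study sorted live tumor cells before taking nuclei, which limits such sources. How pure the sorted cells of this library were is not known here. Of 14 fibroblast-like genes, a list made after the data were seen, 57.1% had a promoter peak against 31.8% in matched random lists (adjusted p 0.109 over 6 marker lists, where the myogenic list had 0.139). They were Col3a1, Col5a1, Col6a1, Fn1, Pdgfra, Postn, Prrx1 and Twist1, while the abundant genes Col1a1 and Col1a2 had none. As 9 of the 14 are also in the mesenchymal state list of rhabdomyosarcoma cells, a fibroblast-like source and the tumor cells cannot be told apart. The immune-like list had 21.4% (Cd14, Cd68 and Fcer1g) against 13.2% in matched random lists, too few genes to decide. The neuronal-like list had 14.3% against 44.6% in matched random lists (adjusted p 0.0552 over 6 lists). In peaks with a -log10 q of at least 5 it had 0% (adjusted p 0.00484 over 18 lists, not matched on CpG content). With any peak in the gene or within 10 kb of it the share was 64.3%, so this source is left open. The hepatocyte-like list had 0% against 15.5% in matched random lists (adjusted p 0.229 over 6 lists), which is not below chance. With any peak in the gene or within 10 kb it had 14.3%, against 62.7% of the other genes (adjusted p 0.00102 over 18 lists, not matched on CpG content), which argues against hepatocyte-like cells as a main source. The genes of these lists were named after their values were seen.

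Between the peaks around Cdkn2a there is a gap of 4.34 kb, on chromosome 4 from 89273394 to 89277728, over the 2 exons that both transcripts share (89274473 to 89276985). Cdkn2a is floxed in these mice, so the exons may be absent from the tumor cells. Among 651 gaps in the list with flanks as dense, 34 (5.22%) were as long, so a deletion and an ordinary gap cannot be told apart. The gap was chosen after the values were seen.

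The IgG index of chromosome X was 0.729 relative to the other autosomes (0.623 to 0.834). Xist had 1 promoter peak (fold enrichment 5.35, 17 fragments), and Kdm5d, Ddx3y, Uty and Eif2s3y on chromosome Y had none. These genes were chosen after the values were seen, and the sex of the animal is not given in the sample labels and is not known here.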
